# NUSAP1 promotes invasion and metastasis of prostate cancer

**DOI:** 10.18632/oncotarget.15604

**Published:** 2017-02-22

**Authors:** Catherine A. Gordon, Xue Gong, Durga Ganesh, James D. Brooks

**Keywords:** NUSAP1, invasion, migration, metastasis, prostate cancer

## Abstract

We have previously identified nucleolar and spindle associated protein 1 (*NUSAP1*) as a prognostic biomarker in early stage prostate cancer. To better understand the role of NUSAP1 in prostate cancer progression, we tested the effects of increased and decreased *NUSAP1* expression in cell lines, *in vivo* models, and patient samples. NUSAP1 promotes invasion, migration, and metastasis, possibly by modulating family with sequence similarity 101 member B (*FAM101B*), a transforming growth factor beta 1 (TGFβ1) signaling effector involved in the epithelial to mesenchymal transition. Our findings provide insights into the importance of NUSAP1 in prostate cancer progression and provide a rationale for further study of NUSAP1 function, regulation, and clinical utility.

## INTRODUCTION

Considerable controversy and confusion surround the diagnosis and management of clinically localized prostate cancer, the most common malignancy in men in the USA and Europe [1]. Widespread screening for prostate cancer in the USA has been associated with a 75% drop in metastatic disease at presentation [2], and randomized trials in Europe show survival benefits to PSA screening and prostate surgery [3, 4]. However, randomized trials of screening and surgery in the USA have shown no survival benefit [5, 6], and a consensus has developed that localized prostate cancer is over-diagnosed and over-treated, even in the European randomized trials. In response to these conflicting data, some recommend against screening and treatment of clinically localized prostate cancer [7], others advocate for increased use of active surveillance [8–10], while others seek to develop approaches to better predict the natural history of localized prostate cancer to better select men who need aggressive therapies.

Previously, we identified *NUSAP1* as a candidate prognostic biomarker in patients undergoing radical prostatectomy [11]. In several diverse datasets, increased *NUSAP1* expression is associated with recurrence after radical prostatectomy [11], and it is found in prognostic gene sets associated with high grade compared to low grade prostate cancer [12], two commercial platforms used to predict prognosis (Prolaris from Myriad Genetics and Decipher from GenomeDx Biosciences) [13–16], and a set of transcripts upregulated in a model of castration resistant prostate cancer [17]. *NUSAP1* overexpression is also prognostic in other cancer types, including melanoma [18, 19], breast cancer [20, 21], glioblastoma [22], hepatocellular carcinoma [23], and meningioma [24]. The breadth of studies implicating NUSAP1 suggests it plays an important functional role in cancer progression.

Current understanding of NUSAP1's function is limited, although existing data suggests it could simply be a marker of proliferation [25]. NUSAP1 is an essential microtubule and chromatin-binding protein that cross-links microtubules during mitosis [26–28], modulates the dynamics of kinetochore microtubules [29], and governs chromosome oscillation [30]. *NUSAP1* expression is regulated by E2F transcription factor 1 (E2F1) and by loss of retinoblastoma-associated protein 1 (RB1), an important molecular pathway that becomes altered in aggressive forms of prostate cancer [11, 31, 32]. To better understand the functional role of NUSAP1 in prostate cancer, we explored the effects of overexpression and knockdown of *NUSAP1* in *in vitro* and *in vivo* models. We find that NUSAP1 has limited effects on proliferation, but rather is associated with development of metastatic disease, possibly through modulation of expression of *FAM101B*. FAM101B is involved in cell shape remodeling during the epithelial to mesenchymal transition and is a signaling effector of TGFβ1 [33, 34], which promotes invasion and metastatic spread during prostate tumor progression [35].

## RESULTS

### NUSAP1 promotes invasion and migration

We previously found that *NUSAP1* is overexpressed in recurrent prostate cancer and is regulated, at least in part, by loss of RB1 via the RB1/E2F1 axis [11, 31]. Since knockdown of *NUSAP1* results in reduced invasion of PC-3 prostate cancer cells [11], we hypothesized that overexpression of *NUSAP1* might have the opposite effect, leading to increased invasion of prostate cancer cells. To test this hypothesis, we used lentiviral infections to overexpress *NUSAP1* or *EGFP* control in DU145 or PC-3 cells, verified overexpression by reverse transcription-quantitative polymerase chain reaction (RT-qPCR) and western blot (Supplementary Figures 1A and 1B), and plated cells in Matrigel invasion chambers (BD Biosciences, Franklin Lakes, NJ, USA). Overexpression of *NUSAP1* increased invasion of both DU145 and PC-3 cells compared to controls (Figure 1A and 1B). Furthermore, wound healing assays showed that overexpression of *NUSAP1* (Supplementary Figures 1A and 1B) led to increased migration, while knockdown of *NUSAP1* (Supplementary Figure 1B) led to reduced migration of DU145 or PC-3 cells (Figures 1C-1E).

**Figure 1:**
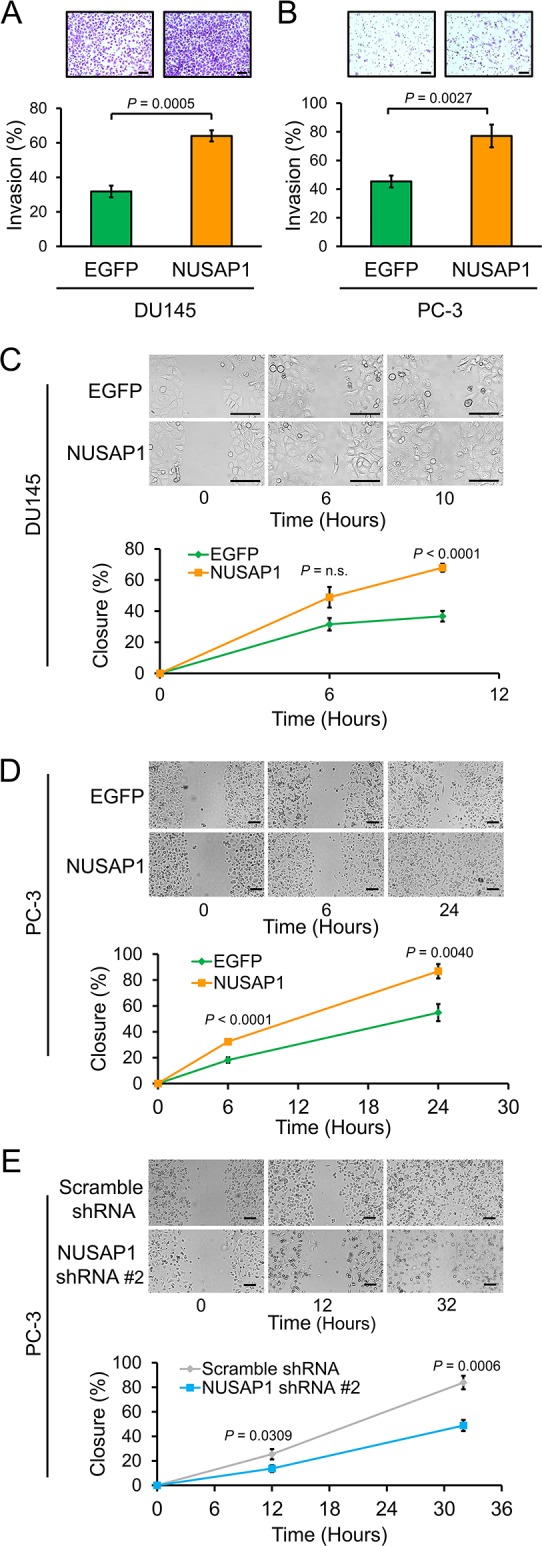
*NUSAP1* overexpression increases invasion and migration of prostate cancer cells **A** and **B**. Matrigel chambers were used to perform invasion assays with (A) DU145 and (B) PC-3 cells stably overexpressing *NUSAP1* or *EGFP* control. Representative images show invasion of Matrigel membranes stained with 0.5% crystal violet. Bars: mean ± SEM (standard error of the mean). **C**, **D**, and **E**. Confluent monolayers of (C) DU145 and (D and E) PC-3 cells stably overexpressing or underexpressing *NUSAP1* or controls were abraded and then monitored over time for wound channel closure. Representative images show wound channel closure over time. The migratory rate was determined by measuring wound channel area as a function of time using NIH Image J software. Points: mean ± SEM; n.s.: not significant. All scale bars: 100 μm. All *P*-values were calculated using the two-tailed Student's t-test.

NUSAP1 binds DNA to the mitotic spindle and we have shown that knockdown of *NUSAP1* results in reduced proliferation of DU145, LNCaP, PC-3, and PC-3-RB1 low prostate cancer cells grown in culture [11, 31], yet it was unknown whether *NUSAP1* overexpression would enhance proliferation. Overexpression of *NUSAP1* or *EGFP* control in DU145, LNCaP, PC-3, or 22Rv1 prostate cancer cell lines using a lentiviral vector (Supplementary Figures 1A-1D) did not significantly affect proliferation rates over a period of 5 days (Supplementary Figures 2A-2D). Flow cytometry confirmed that overexpression of *NUSAP1* did not significantly alter cell cycle stages or apoptosis (Supplementary Figures 3A and 3B); however, knockdown of *NUSAP1* (Supplementary Figures 1B and 1C) resulted in a significant increase in the number of cells in the G2/M phase of the cell cycle and number of apoptotic cells (Supplementary Figures 3C and 3D).

To further determine if *NUSAP1* expression would affect proliferation *in vivo*, we used lentiviral infections to overexpress or knockdown *NUSAP1* or controls in PC-3-luc2 cells (PC-3 cells that stably express the firefly luciferase gene), verified overexpression or knockdown of *NUSAP1* by RT-qPCR and western blot (Supplementary Figure 1E), and tested whether *NUSAP1* overexpression or knockdown affected growth of PC-3-luc2 cells in mouse xenografts. When measuring tumor volume using total flux bioluminescence, there was no significant difference in bioluminescence of *NUSAP1* overexpressing versus *EGFP* overexpressing subcutaneous tumors by 50 days (Figure 2A and 2B). Caliper measurements, however, demonstrated a relatively small but significant difference in the size of *NUSAP1* overexpressing versus *EGFP* overexpressing subcutaneous tumors by 41 days (Supplementary Figure 4A). After harvesting tumors, RT-qPCR demonstrated continued overexpression in the lentiviral transfected tumors (Supplementary Figure 4B). Knockdown of *NUSAP1* expression produced a significant reduction in tumor size measured by bioluminescence and calipers (Figures 2C, 2D, and Supplementary Figure 4C). After harvesting tumors, RT-qPCR demonstrated continued knockdown in the lentiviral transfected tumors when using NUSAP1 shRNA #2, but no significant difference when using NUSAP1 shRNA #1 (Supplementary Figure 4D). Tumor weights were also lower when *NUSAP1* had been knocked down (Figure 2E), consistent with decreased tumor volume and reduced proliferation.

**Figure 2:**
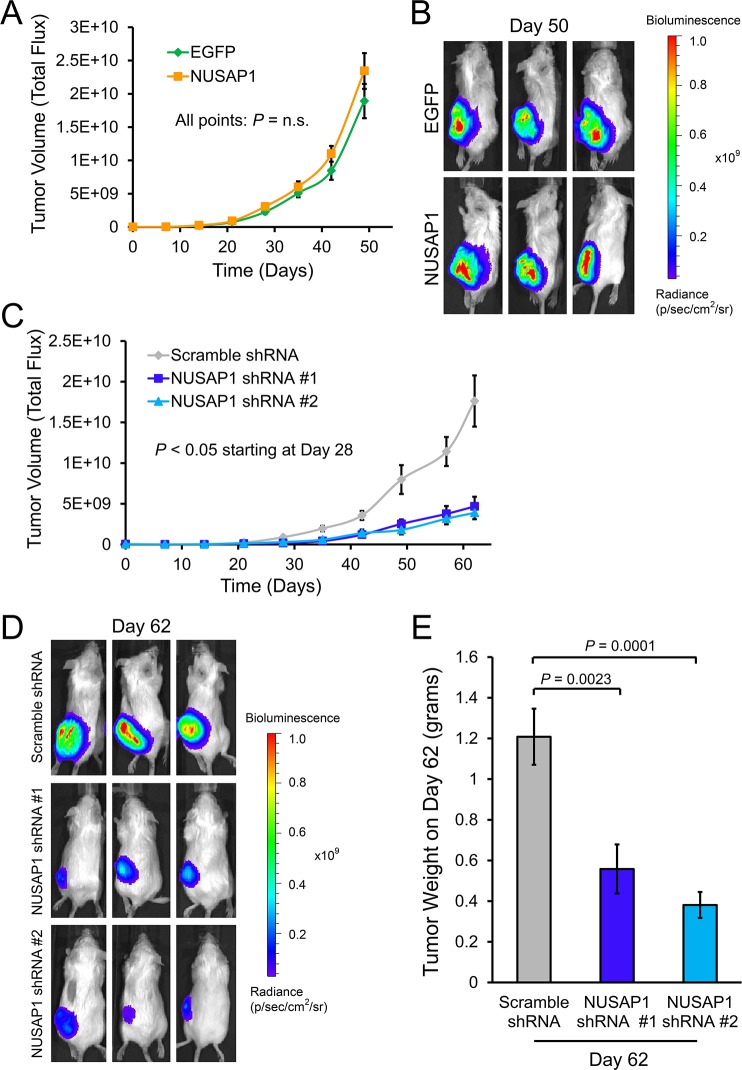
Effects of *NUSAP1* overexpression or underexpression on tumor volume as measured by bioluminescence **A**. Bioluminescence measurements of tumor volume over time in mice with tumors overexpressing *NUSAP1* versus *EGFP*. Points: mean ± SEM. EGFP: n = 23. NUSAP1: n = 23. **B**. Representative images of tumor bioluminescence on day 50 in mice with tumors overexpressing *NUSAP1* versus *EGFP* control. **C**. Bioluminescence measurements of tumor volume over time in mice with tumors underexpressing *NUSAP1* versus control. Points: mean ± SEM. Scramble shRNA: n = 12; NUSAP1 shRNA #1: n = 10; NUSAP1 shRNA #2: n = 9. **D**. Representative images of tumor bioluminescence on day 62 in mice with tumors expressing scramble shRNA, *NUSAP1* shRNA #1, or *NUSAP1* shRNA #2. **E**. Average tumor weights of mice on day 62 with tumors expressing scramble shRNA, *NUSAP1* shRNA #1, or *NUSAP1* shRNA #2. Bars: mean ± SEM. Scramble shRNA: n = 12; NUSAP1 shRNA #1: n = 11; NUSAP1 shRNA #2: n = 9. All *P*-values were calculated using the two-tailed Student's t-test.

### NUSAP1 is associated with metastasis in patient samples and promotes metastasis in mice

Since overexpression of *NUSAP1* is sufficient to result in increased invasion and migration, we used publicly available gene expression datasets (www.ncbi.nlm.nih.gov/geo/) to investigate the relative levels of gene expression in normal prostate tissue, primary prostate cancer, and metastatic prostate cancer [36–38]. Intriguingly, *NUSAP1* transcripts were highest in metastatic samples and lowest in noncancerous samples (Figure 3A and 3B). Based on this observation, we tested whether *NUSAP1* overexpression would lead to increased metastasis while *NUSAP1* knockdown would lead to reduced metastasis in our mouse xenograft models. By *ex vivo* bioluminescence imaging, we measured luciferase expression in each lung, right axillary lymph node, and left axillary lymph node of sacrificed mice that had *NUSAP1* overexpression or knockdown in flank tumors. In this relatively small set of mouse xenografts, overexpression of *NUSAP1* was associated with a relative increase in the percentage of mice with metastases, while knockdown of *NUSAP1* was associated with a reduction (Supplementary Table 1).

**Figure 3:**
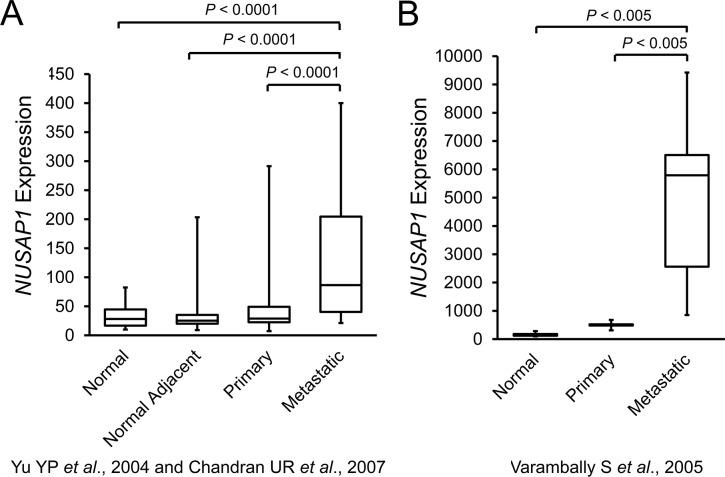
*NUSAP1* transcripts are increased in patient metastatic prostate tumors **A**. Box plots of *NUSAP1* expression in the Yu YP *et al*., 2004 [36] and Chandran UR *et al*., 2007 [37] datasets (GEO Accession: GDS2547; GEO Profile: 34888857). Normal: n = 17; Normal Adjacent: n = 58; Primary: n = 64; Metastatic: n = 25. **B**. Box plots of *NUSAP1* expression in the Varambally S *et al*., 2005 [38] dataset (GEO Accession: GDS1439; GEO Profile: 14252725). Normal: n = 6; Primary: n = 7; Metastatic: n = 6. All *P*-values were calculated using the two-tailed Student's t-test.

We then generated additional mouse xenografts of PC-3-luc2 cells in which *NUSAP1* or controls were overexpressed or knocked down. To quantitatively assess the extent of metastases, we used RT-qPCR for human-specific *GAPDH* expression versus universal (both human and mouse) *GAPDH* expression as described previously [39], and tested relative *GAPDH* transcript levels in each lung, right axillary lymph node, left axillary lymph node, right femoral bone marrow, liver, and spleen. For all tissue sites combined, the percentage of mice with metastases was significantly higher when *NUSAP1* was overexpressed in the primary tumor compared to *EGFP* overexpression (Supplementary Figure 5A). When looking at individual tissues, the percentage of mice with metastases was also higher when *NUSAP1* was overexpressed in each tissue examined except for the spleen (Supplementary Figures 5B-5G). Likewise, the human *GAPDH*/universal *GAPDH* transcript levels, a surrogate for metastatic burden, were higher, overall, in *NUSAP1* overexpressing tumors (Figure 4A). Interestingly, *NUSAP1* overexpression resulted in a statistically significant increase in the quantity of metastases found in the lungs and right axillary lymph nodes (Figure 4B and 4C), but not in other tissues examined (Figures 4D-4G).

**Figure 4:**
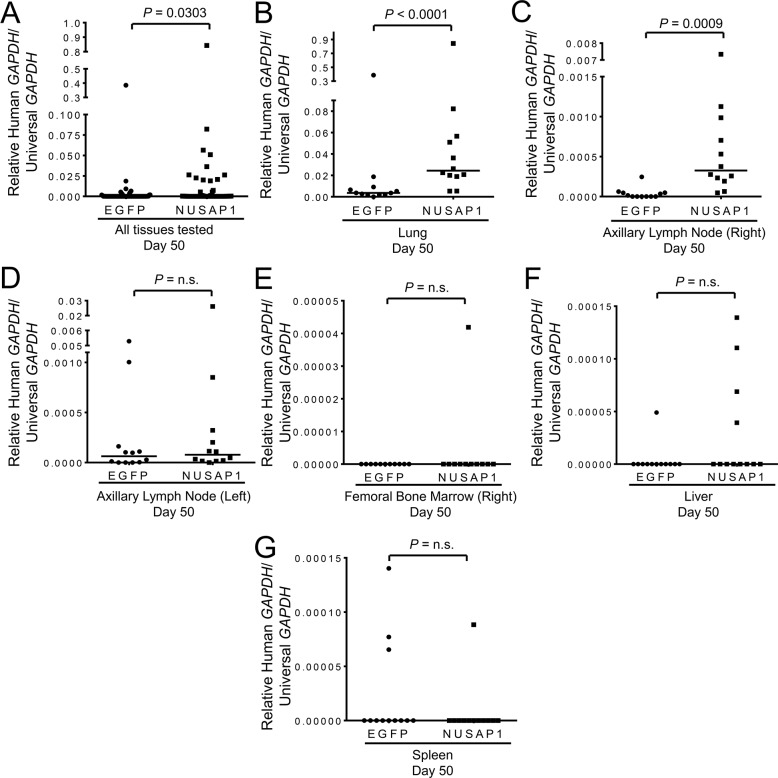
*NUSAP1* overexpression significantly increases metastases in a PC-3-luc2 xenograft model Mice bearing PC-3-luc2 flank tumors overexpressing *NUSAP1* or *EGFP* were assessed for metastases to the lung, axillary lymph nodes (right and left), femoral bone marrow (right), liver, or spleen by measuring expression levels of human *GAPDH* relative to universal *GAPDH* by RT-qPCR. Measurements of metastases in **A**. all six tissue sites combined and the **B**. lung, **C**. right axillary lymph node, **D**. left axillary lymph node, **E**. right femoral bone marrow, **F**. liver, and **G**. spleen. All horizontal lines represent the median. All *P*-values were calculated using the Mann-Whitney U test.

### *NUSAP1* overexpression or knockdown leads to differentially expressed genes involved in organismal injury and abnormalities, cancer, and cell death and survival

To gain insights into gene expression alterations induced when NUSAP1 is modulated, we used lentiviral infections to overexpress or knockdown *NUSAP1* in DU145 or PC-3 cells for 72 or 96 hours, verified overexpression or knockdown by RT-qPCR and western blot (Supplementary Figures 1A and 1B), and performed RNA sequencing (RNA-Seq). 

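DU145 and PC-3 are human prostate cancer cell lines grown from metastases. RNA from 42 libraries in 14 conditions, with 3 libraries per condition, was sequenced. PC-3 cells carried *NUSAP1* or *EGFP* from a lentiviral vector for 96 h, and DU145 and PC-3 cells carried scramble shRNA, *NUSAP1* shRNA #1 or *NUSAP1* shRNA #2 for 72 or 96 h. The authors aligned the reads with TopHat to the human male hg19 genome and determined expression with Cufflinks. They deposited 1 gene table for each of 9 comparisons, with 1 FPKM (read count scaled for transcript length and library size) per group and a p-value and q-value per gene. The 3 libraries of a group are pooled in these values, so no spread between libraries could be computed and the sequencing depth of each library is unknown. The description of replicate 1 of PC-3 shRNA #1 at 72 h names the tables of both shRNAs. Those of replicates 2 and 3 name only the shRNA #1 table. Replicate 1 was assigned to shRNA #1 by its title, and whether it also entered the shRNA #2 values is unknown. The overexpression table lists 13013 genes, and each knockdown table lists 23666. Both shRNAs of a cell line and time point were compared with the same scramble libraries. The scramble FPKM of the shRNA #2 table was 1.05, 1.05 and 1.01 times that of the shRNA #1 table for DU145 at 72 h, DU145 at 96 h and PC-3 at 72 h. For PC-3 at 96 h this ratio was 1.56, so FPKM levels were compared only within a table. Here, the fold change was the ratio of the 2 group FPKM values in 1 table. A gene was called differentially expressed at a fold change of at least 1.5 and a q-value below 0.05 in the authors' deposited table, without rounding the fold change.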

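*NUSAP1* lies on chromosome 15 of hg19 from 41624891 to 41673248. After 96 h its FPKM was 69.3 in *EGFP* control PC-3 cells and 213 in *NUSAP1* overexpressing cells, a 3.08-fold increase. The q-value of *NUSAP1* in the authors' deposited table was 0.0027. *FAM101B*, *CAMK1G* and *FCGR1A* have the same q-value there, so it does not rank these changes. The reference genes changed little in comparison, with *GAPDH* at 1824 and 1668 FPKM and *HPRT1* at 71.4 and 68.9 FPKM in control and overexpressing cells. The authors' deposited table holds 609 genes with a q-value below 0.05. Of these, 153 also had a fold change of at least 1.5 from the FPKM values in the authors' deposited table, 59 higher and 94 lower in *NUSAP1* overexpressing cells. When the fold change was taken from FPKM + 1, which lowers the fold change of weakly expressed genes, 85 genes of the authors' deposited table remained past both thresholds. With fold changes rounded to 1 decimal before the threshold, a setting chosen after the tables were seen, the authors' deposited table gave 185 genes, 78 higher and 107 lower. Beside *NUSAP1*, the largest increases among the 153 genes with an FPKM of at least 1 in 1 group were those of *OSCP1* (log2 fold change 1.36), *PLCH2* (1.32), *APCDD1L* (1.25) and *CST4* (1.15). The largest decreases were those of *CAMK1G* (log2 fold change -2.82), *FCGR1A* (-2.46), *FOXD4L1* (-2.15), *GCNT3* (-1.98) and *CCL26* (-1.96). All of these genes except *NUSAP1* and *CCL26* were at most at 5.07 FPKM in either group.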

When *NUSAP1* was overexpressed in PC-3 cells for 96 hours, RNA-Seq showed that *NUSAP1* was overexpressed 3.1-fold and was associated with 185 differentially expressed genes (78 upregulated and 107 downregulated) compared to *EGFP* control cells (fold-change ≥ 1.5 and adjusted *P* < 0.05; Supplementary Table 2). Ingenuity Pathway Analysis revealed that tumor progression was predicted to increase based on the direction of differentially expressed genes (*P* = 0.0002; Z-score = 2.390). In addition, Ingenuity Pathway Analysis revealed that the differentially expressed genes were involved in functions that include cancer, cellular movement, and cell morphology (Figure 5A).

**Figure 5:**
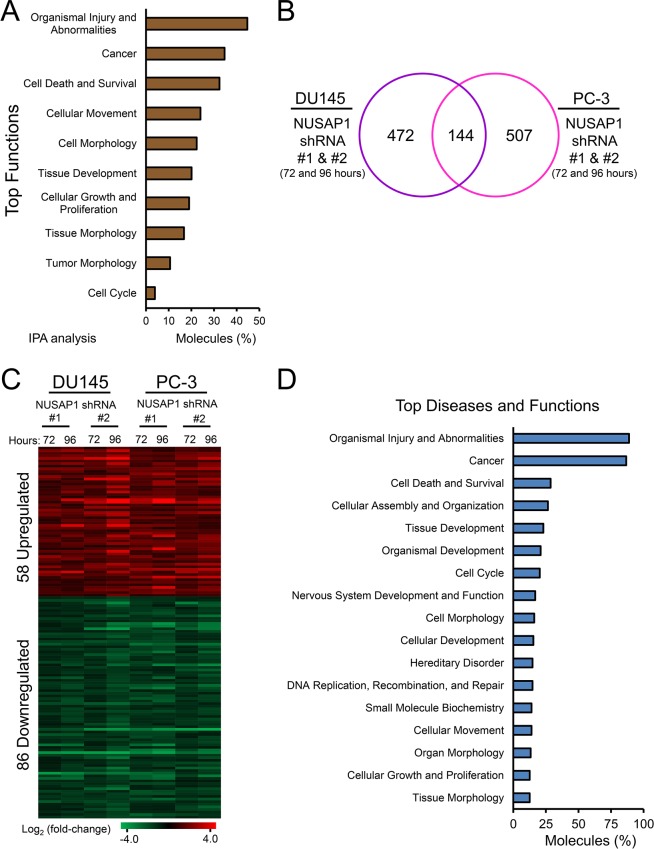
*NUSAP1* overexpression or knockdown leads to differentially expressed genes associated with cancer progression **A**. Graph illustrates enriched functions of the 185 differentially expressed genes when *NUSAP1* is overexpressed in PC-3 cells as determined by Ingenuity Pathway Analysis. **B**. A common 144-member gene signature of differentially expressed transcripts is revealed after *NUSAP1* knockdown in DU145 and PC-3 cells (fold-change ≥ 1.5 and adjusted *P* < 0.05). **C**. Heatmap of the 144-member gene signature. **D**. Graph illustrates enriched functions of the 144 differentially expressed genes when *NUSAP1* is knocked down in DU145 and PC-3 cells as determined by Ingenuity Pathways Analysis.

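Within DU145 cells, where 2 shRNAs were compared with scramble shRNA at 72 and 96 h, 631 genes passed both thresholds in all 4 comparisons of the authors' deposited tables. Of these, 307 were higher and 242 lower throughout the authors' deposited tables, and 82 differed in direction. In PC-3 cells, 665 genes passed both thresholds in all 4 comparisons of the authors' deposited tables. The split in the authors' deposited tables was 306 higher and 303 lower, with 56 differing in direction.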

Knockdown of *NUSAP1* expression in DU145 or PC-3 cells stably using two different shRNAs to *NUSAP1* versus scramble shRNA control was performed for 72 or 96 hours post initial infection. 

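*NUSAP1* FPKM was lower with *NUSAP1* shRNA than with scramble shRNA in each of the 8 comparisons. In DU145 cells, shRNA #1 lowered it from 87.2 to 28.4 at 72 h (3.07-fold) and from 88.4 to 25.2 at 96 h (3.50-fold). The decrease was larger with shRNA #2, from 91.1 to 9.97 at 72 h (9.14-fold) and from 92.5 to 8.83 at 96 h (10.5-fold). In PC-3 cells, shRNA #1 lowered *NUSAP1* from 41.5 to 6.73 FPKM at 72 h (6.18-fold) and from 58.5 to 5.66 at 96 h (10.3-fold). With shRNA #2 it went from 42.1 to 3.12 at 72 h (13.5-fold) and from 91.3 to 4.04 at 96 h (22.6-fold). The q-value of *NUSAP1* in the authors' deposited table was 0.000103 for PC-3 shRNA #2 at 96 h and is listed at 0 in the other 7 comparisons. For PC-3 shRNA #2 at 96 h, *FAM101B*, *GAPDH* and *RB1* have the same q-value, and the smallest p-value is above 0, unlike in the other 7. These q-values therefore do not rank the knockdowns.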

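The number of differentially expressed genes ranged from 2199 for PC-3 shRNA #1 at 72 h to 7021 for DU145 shRNA #2 at 96 h in the authors' deposited tables. For shRNA #1, the authors' deposited tables gave 3027 genes at 72 h and 2976 at 96 h in DU145 cells, and 4878 at 96 h in PC-3 cells. For shRNA #2, the authors' deposited tables gave 5157 at 72 h in DU145 cells, and 3437 at 72 h and 5925 at 96 h in PC-3 cells. In all 8 comparisons, 132 genes passed both thresholds in the authors' deposited tables, 50 of them higher and 69 lower in every comparison. In the authors' deposited tables the other 13 genes were higher in some comparisons and lower in others. At a q-value below 0.01 in the authors' deposited tables 83 genes were shared, and at a fold change of at least 2 in the authors' deposited tables 14 genes. With rounded fold changes and 1 direction throughout, a setting chosen after the tables were seen, the authors' deposited tables shared 59 higher and 86 lower genes. Among the lowest median log2 fold changes of the 132 genes over the 8 comparisons were those of *NUSAP1* (-3.28), *SNAP23* (-2.35), *DDAH1* (-2.04) and *CHML* (-1.84). The highest were those of *LGALS3BP* (2.80), *IFI44* (2.72), *C6orf141* (2.34), *STC1* (2.08) and *SLC36A1* (1.96). From the transcripts modulated in all of these comparisons, the paper defines its common gene signature of *NUSAP1* knockdown.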

RNA-Seq showed that *NUSAP1* knockdown decreased *NUSAP1* expression 3.1-fold to 22.6-fold compared to control, and revealed 144 transcripts (58 upregulated and 86 downregulated) that were modulated in all eight knockdown experiments (Figures 5B and 5C and Supplementary Table 3). This 144-member gene signature was associated with functions that include cancer, cellular assembly and organization, and tissue development (Figure 5D). Interestingly, the top three functions (organismal injury and abnormalities, cancer, and cell death and survival) were the same in the overexpression and knockdown experiments (Figure 5A and 5D).

To determine whether the gene signatures modulated by *NUSAP1* overexpression or knockdown in prostate cancer cell lines relate to the behavior of human prostate cancers, we used the Significance Analysis of Microarrays technique (SAM) [40] to identify genes positively and negatively correlated with *NUSAP1* in a prostate cancer dataset with well annotated clinical follow-up [41]. We identified 3,414 transcripts correlated with *NUSAP1* expression (2,610 positively correlated and 804 negatively correlated; FDR = 0.0455). Of the 185 transcripts found in *NUSAP1* overexpressing PC-3 cells in culture, 104 were among the 3,414 transcripts and were both significantly enriched and differentially expressed in the same direction (Hypergeometric test; *P* = 0.0152). Of the 144 transcripts differentially expressed upon *NUSAP1* knockdown in cell culture, 100 of them were found among the 3,414 transcripts and were both significantly enriched and differentially expressed in the same direction (Hypergeometric test; *P* = 0.0013). Furthermore, when we used the 104 and 100 gene sets to perform unsupervised hierarchical clustering, patient samples segregated into two groups (Figure 6A and 6B) that displayed significantly different patient survival (Figure 6C and 6D). Notably, the worse outcome group from the *NUSAP1* overexpression gene signature (cluster 1 in Figure 6C) showed significant enrichment for expression in the same direction (increased or decreased expression) as when *NUSAP1* was overexpressed *in vitro*, while the better outcome group (cluster 2 in Figure 6C) was inversely correlated with the direction of gene expression (Fisher's exact test; *P* < 0.001). Likewise, the better outcome group from the *NUSAP1* knockdown signature (cluster 1 in Figure 6D) showed significant enrichment for expression in the same direction as the *in vitro* experiments, while the worse outcome group (cluster 2 in Figure 6D) was inversely correlated to the knockdown gene expression direction (Fisher's exact test; *P* < 0.001).

**Figure 6:**
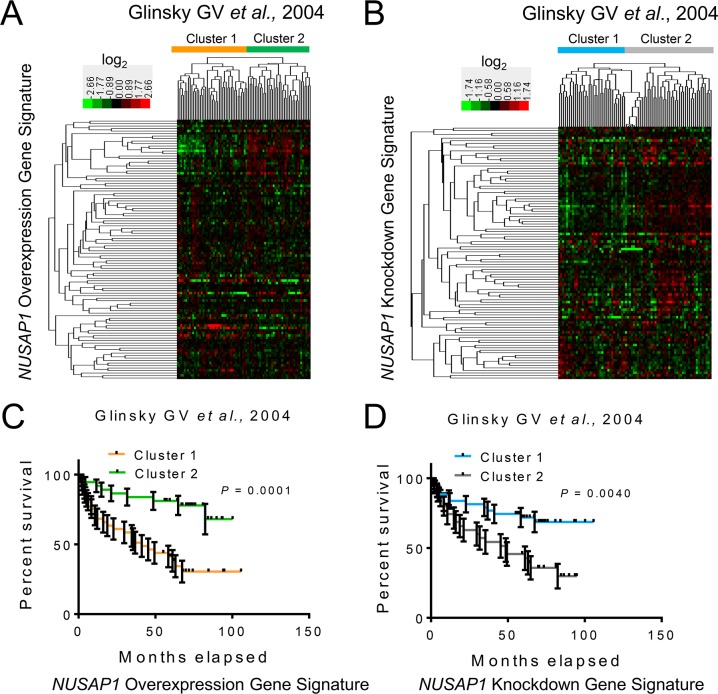
*NUSAP1* overexpression and knockdown gene signatures are prognostic in human prostate cancer samples **A** and **B**. Hierarchical clustering of the Glinsky GV *et al*., 2004 [41] prostate cancer samples across the (A) 104 genes affected by *NUSAP1* overexpression and the (B) 100 genes affected by *NUSAP1* knockdown. (A) Orange and green bars represent the two clusters when using the *NUSAP1* overexpression gene signature. (B) Blue and gray bars represent the two clusters when using the *NUSAP1* knockdown gene signature. **C** and **D**. Kaplan-Meier survival analysis comparing the two clusters from the *NUSAP1* (C) overexpression and (D) knockdown gene signatures. Error bars: ± SEM. *P*-values were calculated using the log-rank test.

### FAM101B is a potential downstream effector of NUSAP1

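*FAM101B* lies on chromosome 17 of hg19 from 289770 to 295731. In PC-3 cells overexpressing *NUSAP1*, *FAM101B* rose from 3.15 to 5.19 FPKM (1.65-fold, with a q-value of 0.0027 in the authors' deposited table). From FPKM + 1 its log2 fold change was 0.58, below the threshold of 1.5-fold. With *NUSAP1* shRNA its FPKM was lower than with scramble shRNA in all 8 comparisons. The decrease in DU145 cells was 1.49-fold at 72 h and 3.20-fold at 96 h with shRNA #1, and 1.74-fold at 72 h and 4.98-fold at 96 h with shRNA #2. The first of these lies below the 1.5-fold threshold, so *FAM101B* is not among the genes past both thresholds in every comparison, although its q-value there was 0.000415 in the authors' deposited table. In PC-3 cells the decrease was 2.55-fold at 72 h and 7.36-fold at 96 h with shRNA #1, and 4.69-fold at 72 h and 8.22-fold at 96 h with shRNA #2. In the PC-3 tables, each on its own scale, *FAM101B* was listed at 1.58 to 5.21 FPKM with scramble shRNA and at 0.342 to 0.634 FPKM with *NUSAP1* shRNA. Of 11577 genes tested in all 9 tables, 102 were differentially expressed on overexpression in the authors' deposited table, and 3 of these were also differentially expressed in all 8 knockdown comparisons, where 1.16 were due by chance. In a two-sided Fisher's exact test across genes, which are not independent replicates, p was 0.111. The count and the test include *NUSAP1*, whose change in both sets was fixed by the design. Against the PC-3 knockdown comparisons at 96 h alone, the overlap in the authors' deposited tables was 29 genes, where 17.5 were due by chance (same test, p = 0.00505). Of the 29, 15 were opposite in direction with both shRNAs, *NUSAP1* among them. The rest may include genes that the shRNAs moved in different directions. The 3 genes shared with all 8 knockdown comparisons were *NUSAP1*, *TLR6*, which fell 1.51-fold on overexpression and rose in every knockdown comparison, and *STC1*, which rose in both. With rounded fold changes, chosen after the tables were seen, *FAM101B* was the only gene added to the overlap with all 8 comparisons, making 4 genes. From the part of FAM101B in pathways of invasion and metastasis, the paper proposes that FAM101B might act downstream of NUSAP1.

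**Figure D1:**
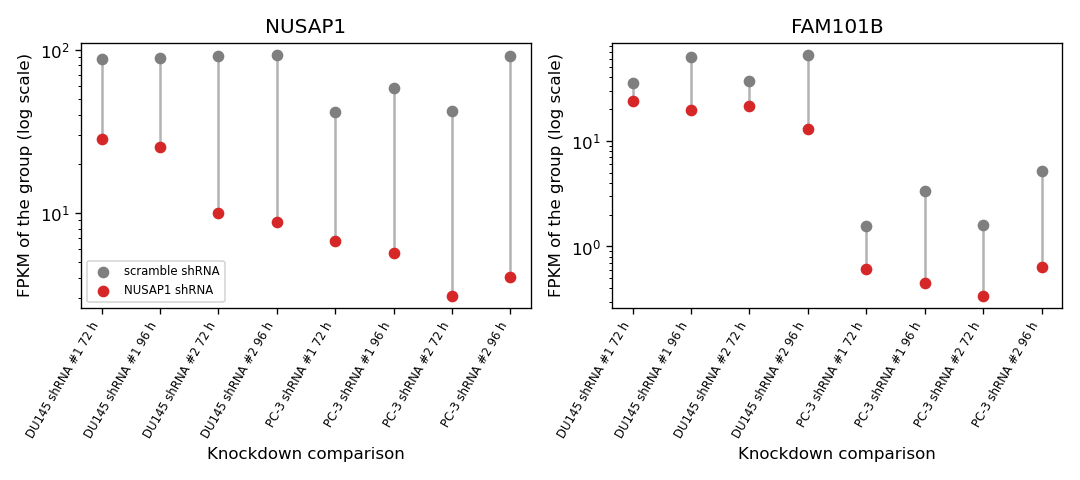
FPKM of *NUSAP1* (left) and *FAM101B* (right) on log scales in the 8 knockdown comparisons. Gray points are the scramble shRNA group and red points the *NUSAP1* shRNA group of each comparison. Each point is the authors' value for a group of 3 libraries, with no spread between libraries available. Both genes sit lower with *NUSAP1* shRNA in every comparison, and the *FAM101B* difference is smallest for DU145 shRNA #1 at 72 h (35.8 against 24.1 FPKM).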

Comparison of the *NUSAP1* overexpression and knockdown datasets showed that *FAM101B* was induced in response to *NUSAP1* overexpression and suppressed when *NUSAP1* was knocked down. FAM101B is a filamin binding protein that is upregulated by TGFβ1, participates in skeletal development, and is involved in cell shape remodeling during the epithelial to mesenchymal transition [33, 34]. Since FAM101B is involved in pathways involved in cancer cell invasion and metastasis, we wondered if FAM101B might play a role downstream of NUSAP1 in making prostate cancer cells more aggressive. After verifying that *FAM101B* expression is upregulated in DU145, PC-3, and PC-3-luc2 cells overexpressing *NUSAP1* (Supplementary Figures 6A-6C), we knocked down *FAM101B* expression in DU145-NUSAP1 (DU145 cells stably overexpressing *NUSAP1*) and PC-3-NUSAP1 (PC-3 cells stably overexpressing *NUSAP1*) cells using two different shRNAs (Supplementary Figures 6D and 6E). Invasion and wound healing assays showed that knockdown of *FAM101B* reversed the effects of *NUSAP1* overexpression, leading to reduced invasion (Figure 7A) and migration rates (Figure 7B and 7C). In patient gene expression datasets, *FAM101B* expression was significantly elevated in metastatic tumors of the Yu YP *et al*. and Chandran UR *et al*. datasets [36, 37] (Supplementary Figure 6F), but not in the metastatic tumor samples from Varambally S *et al*. [38], although the latter dataset included only 6 patient samples (Supplementary Figure 6G). Furthermore, in the gene expression dataset from Taylor *et al*. [42], where we have previously shown that *NUSAP1* expression levels are significantly correlated with recurrence after surgery [11], *FAM101B* and *NUSAP1* gene expression levels in all 216 tumors had a tendency to co-occur (Log Odds Ratio = 0.969; Z-score ± 2.0; www.cbioportal.org/) [43, 44].

**Figure 7:**
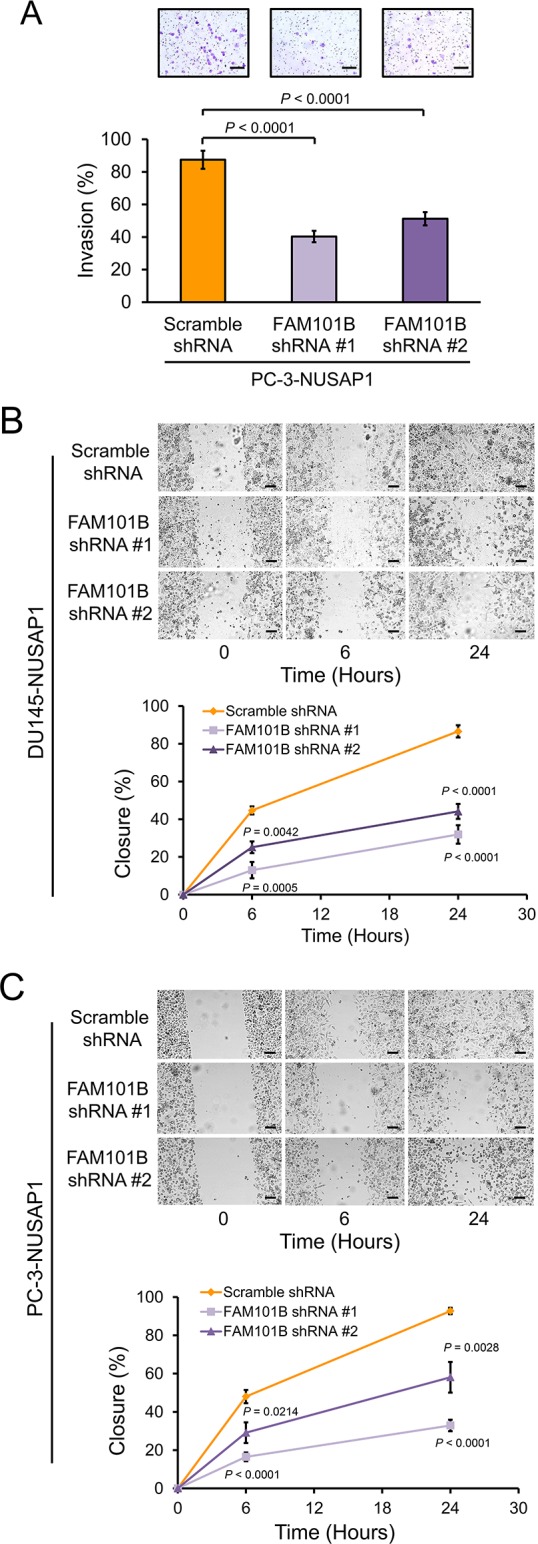
Knockdown of *FAM101B* decreases invasion and migration of prostate cancer cells **A**. Invasion assays using Matrigel invasion chambers after lentiviral shRNA knockdown of *FAM101B* in PC-3-NUSAP1 cells. Representative images show invasion of Matrigel membranes stained with 0.5% crystal violet. Bars: mean ± SEM. **B** and **C**. Wound healing assays in (B) DU145-NUSAP1 and (C) PC-3-NUSAP1 cells after knockdown of *FAM101B* versus control. Representative images show wound channel closure over time. The migratory rate was determined by measuring wound channel area as a function of time using NIH Image J software. Points: mean ± SEM. All scale bars: 100 μm. All *P*-values were calculated using the two-tailed Student's t-test.

## DISCUSSION

While NUSAP1 has been linked to proliferation based on its role in assembly of the mitotic spindle, our results provide compelling evidence that NUSAP1 plays a direct role in driving prostate cancer progression. In prostate cancer cell lines *in vitro*, overexpression of *NUSAP1* did not increase proliferation, but did increase invasion and migration, and depletion of *NUSAP1* decreased proliferation, invasion, and migration. Modest *NUSAP1* overexpression in prostate cancer xenografts, comparable to levels observed in human prostate cancers, significantly increased metastases and modestly affected tumor volume. Consistent with these findings, analysis of human prostate cancer samples showed that *NUSAP1* is highly expressed in metastases, compared to localized tumors. Overexpression and knockdown of *NUSAP1* produced changes in gene expression programs associated with tumor progression, and these gene sets predict patient outcomes in patients undergoing surgery for localized prostate cancer. One gene consistently modulated, *FAM101B*, correlates with *NUSAP1* expression in patient samples and appears to be an important downstream effector of NUSAP1 in tumor progression since knockdown of *FAM101B* abolished NUSAP1's effects on prostate cancer cell invasion and migration. Our data suggests a direct functional role of NUSAP1 in tumor progression, bolstering its role as a prognostic biomarker and warranting further investigation into its function and therapeutic potential.

Elevated *NUSAP1* expression is associated with increased aggressiveness and poor patient outcome in prostate cancer [11]. Loss of RB1 is common in prostate cancer [45–47], controls progression into castration-resistant prostate cancer [32, 45–47], and is a mechanism responsible for overexpression of *NUSAP1* [31]. Overexpression of androgen receptor (AR) is a common event in castration-resistant prostate cancer [48–52] and may be directly related to overexpression of *NUSAP1*. In LNCaP cells that stably overexpress *AR*, *NUSAP1* expression is significantly increased [53]. Although a putative AR binding site in the *NUSAP1* promoter has not been identified, an AR binding site approximately 100 kb upstream of the *NUSAP1* transcription start site has been reported [53], suggesting that AR might regulate *NUSAP1* expression via this enhancer region. *NUSAP1* expression increases in response to androgen treatment in LNCaP cells [54]; however, NUSAP1 is associated with the mitotic spindle and androgen treatment of prostate epithelial cells induces proliferation. Further testing is necessary to determine if there is a direct connection between AR and *NUSAP1* expression.

Surprisingly, little work has examined the role of NUSAP1 in cancer, despite several reports documenting that overexpression of *NUSAP1* is associated with significantly worse outcome [55]. Given its critical role in mitosis, knockdown of *NUSAP1* results in decreased proliferation, cell cycle arrest in G2/M, and induction of apoptosis [26, 56, 57], as we have observed here. Transient high-level overexpression of *NUSAP1* can also be toxic to cells [26, 56], limiting previous efforts to study its potential role in carcinogenesis and progression. Unlike previous reports, we used lentiviral infections, rather than transfections, to overexpress *NUSAP1*. This approach resulted in a relatively lower level of *NUSAP1* expression, demonstrated by RT-qPCR, western blot, and RNA-Seq, such that the levels of overexpression were in the same range as has been observed in human prostate cancers and other malignancies. Very likely, this lower level of induction was due to selective outgrowth of cells that had fewer copies of *NUSAP1* cDNA per cell. Regardless, the modest inductions we achieved allowed us to investigate the effects *NUSAP1* overexpression.

Although previous studies have suggested that knockdown of *NUSAP1* decreases invasion of cells *in vitro* [11, 31], the effects of knockdown on cell growth, including cell cycle arrest and apoptosis, could confound determination of a direct role of NUSAP1 in tumor progression since dying or arrested cells are less likely to invade. However, since modest increases in expression were achieved and tolerated in our prostate cancer cell lines, we were able to demonstrate that increased *NUSAP1* expression increases invasion and migration *in vitro*, and metastasis *in vivo*. These modest increases in *NUSAP1* levels had no effect on proliferation *in vitro* and equivocal results on tumor growth in mice. Only one previous study in zebrafish has linked *nusap1* expression to cell migration and is consistent with our findings. When expression of *nusap1* was depleted in zebrafish embryos by antisense oligonucleotide morpholino microinjection, extensions of the trunk and yolk were impaired, and this impairment was caused by significantly decreased neural crest cell migration [58]. While our effects on metastases are modest, they are consistent with the natural history of prostate cancer, which is slowly progressive and with low proliferative index. The finding of increased *NUSAP1* expression levels in metastatic prostate cancer argues strongly for its role in progression.

Modulation of *NUSAP1* expression produced changes in gene expression that correlate with the observed changes in invasion, migration, metastases, and clinical outcome. The gene expression patterns elicited by *NUSAP1* overexpression or knockdown fall into a remarkably consistent set of pathways related to tumor progression. Interestingly, we identified FAM101B, a TGFβ1 signaling effector [33], as a potential downstream effector of NUSAP1 in tumor progression. TGFβ1 is a master regulator of the epithelial to mesenchymal transition, a process that enables tumor invasion and cancer metastasis [59]. Depletion of *FAM101B* expression in *NUSAP1* overexpressing cell lines abolished the effect of increased invasion and migration that results when *NUSAP1* is overexpressed. Like *NUSAP1*, we found that *FAM101B* expression is significantly increased in metastatic patient samples compared to non-cancerous and localized cancer patient samples and correlates with *NUSAP1* expression in localized prostate cancer. *FAM101B* transcripts are also found at medium to high levels in several different cancer cell lines, including neuroblastoma, melanoma, cervical squamous carcinoma, endometrial adenocarcinoma, choriocarcinoma, epidermoid carcinoma, and lymphoma and leukemia cell lines (www.proteinatlas.org/) [60]. Furthermore, FAM101B protein levels are found at medium to high levels in human breast, renal, testis, and prostate cancers [60]. In general, *FAM101B* and *NUSAP1* expression correlate in the cell lines and cancers tested; however, it should be noted that medium to high levels of *NUSAP1* expression are found in additional and most cell lines and cancers tested [60]. Our analyses suggest *NUSAP1* overexpression may lead to tumor progression in patients, at least in part, via FAM101B. Additional work will be necessary to understand the mechanisms underlying NUSAP1's effects on gene expression and tumor progression. NUSAP1 contains a DNA binding domain [27, 61], so it is possible that NUSAP1 directly acts as a transcriptional regulator.

*NUSAP1* is a highly validated biomarker of prostate cancer progression [11, 13–16] and overexpressed in multiple cancer types [55]. Our analyses of prostate cancer cell lines and prostate cancer patient samples suggest that *NUSAP1* is more than just a prognostic biomarker in prostate cancer, but actually plays a role in driving prostate cancer progression. NUSAP1 appears to drive prostate cancer progression by promoting invasion, migration, and metastasis of prostate cancer by modulating gene expression changes, including modulation of *FAM101B*. Taken together, our work provides a better understanding of the function of NUSAP1 in aggressive prostate cancers, provides rationale for using *NUSAP1* as a prognostic biomarker, and sets the stage for developing improved therapeutic strategies for prostate and other cancers.

## MATERIALS AND METHODS

### Cell culture

Cell lines were grown under standard conditions, used by passage 15, and were originally purchased from ATCC (Manassas, VA, USA) with the exception of the PC-3-luc2 cell line, which was purchased from PerkinElmer (Waltham, MA, USA). DU145, DU145-NUSAP1, and HEK 293T cells were grown in DMEM (Life Technologies, Carlsbad, CA, USA). LNCaP cells were grown in T-Medium (Invitrogen, Carlsbad, CA, USA). PC-3 (ATCC), PC-3-luc2 (PerkinElmer), and PC-3-NUSAP1 cells were grown in F-12K Nutrient Mixture (Life Technologies). The 22Rv1 cell line was grown in RPMI-1640 Medium (Life Technologies).

### Lentiviral production

Lentiviral particles were produced as described previously [31].

### Lentiviral infections

Lentiviral infections were performed as described previously [31] to overexpress *NUSAP1* versus *EGFP* control, knockdown *NUSAP1* versus scramble control, or knockdown *FAM101B* versus scramble control when cells were 10 to 50% confluent. Antibiotics used for stable selection include puromycin (1-10 μg/ml) or hygromycin B (100-500 μg/ml).

### Plasmids

The pMDL, pRSV, and pMD2.G-VSVG plasmids were gifts from Dr. Julien Sage. The pLKO.1 puro vector with scramble shRNA sequence (Plasmid #1864) was purchased from Addgene (Cambridge, MA, USA) and deposited by Dr. David Sabatini [62]. Three pLKO.1 puro vectors with *NUSAP1* shRNA sequences (clone ID: TRCN0000135909 [NUSAP1 shRNA #1], clone ID: TRCN0000136422 [NUSAP1 shRNA #2], and clone ID: TRCN0000137707 [NUSAP1 shRNA #3]) were purchased from Thermo Fisher Scientific (Waltham, MA, USA). The pReceiver-Lv105 vector with *NUSAP1* cDNA (EX-Z29392-Lv105), pReceiver-Lv105 vector with *EGFP* cDNA (EX-EGFP-Lv105), and three psi-LVRU6MH vectors with *FAM101B* shRNA sequences (HSH009701-31-LVRU6MH [FAM101B shRNA #1] and HSH009701-32-LVRU6MH [FAM101B shRNA #2]) and scramble shRNA sequence (CSHCTR001-LVRU6MH) were purchased from GeneCopoeia (Rockville, MD, USA).

### RNA extraction and purification

Total RNA from cell lines, mouse tissues, and tumors was purified using TRIzol Reagent (Life Technologies) or RNeasy Microarray Tissue Mini Kit (Qiagen) as directed by the manufacturer's protocol. The RNeasy MinElute Cleanup Kit (Qiagen, Valencia, CA, USA) was used to cleanup RNA as directed by the manufacturer's protocol. RNA was subject to DNase treatment using the RNase-Free DNase Set (Qiagen) or TURBO DNA-free Kit (Life Technologies).

### RT-qPCR

RT-qPCR was performed as previously described [31]. Relative gene expression was determined with the ΔC_T_ method using *HPRT1* or universal *GAPDH* reference genes. Primer sequences are listed in Supplementary Table 4.

### RNA-Seq and expression analysis

Lentiviral infections were used to stably overexpress or knockdown *NUSAP1* or controls in triplicate in DU145 or PC-3 cell lines. After 72 or 96 hours, total RNA was extracted and purified. Sequencing libraries were prepared with the TruSeq RNA Sample Preparation Kit v2 (Illumina, San Diego, CA, USA) or TruSeq Stranded mRNA Sample Preparation Kit (Illumina) as directed by the manufacturer's protocol. Pooled libraries were run on a HiSeq 2000 Sequencing System (Illumina) with 101 base pair single-end reads. TopHat [63] and Cufflinks [64] software were used to align sequences to the human male (hg19) genome and determine expression levels, respectively. Differentially expressed genes had fold-change ≥ 1.5 and adjusted *P* < 0.05. Ingenuity Pathways Analysis (Qiagen) was used to identify biological functions associated with genes differentially expressed. Gene expression data have been deposited in Gene Expression Omnibus (GEO Accession: GSE80963).

### Measurements of cell cycle and apoptosis

Cells were harvested, fixed in 70% ethanol, stained with propidium iodide, and run on a BD Accuri C6 Flow Cytometer (BD Biosciences). DNA content from individual cells was analyzed using CFlow Sampler software (BD Biosciences), whereby the percentage of cells in G0/G1, G2/M, and apoptotic peaks was determined.

### Mouse xenograft assay and monitoring

Procedures with live animals were conducted in accordance with ethical standards and approved by Stanford University's Institutional Animal Care and Use Committee. Lentiviral infections were used to stably overexpress or knockdown *NUSAP1* or controls in PC-3-luc2 cells. Cells were harvested, counted using a hemocytometer, and resuspended in equal volumes of PBS and Matrigel (Corning Life Sciences, Corning, NY, USA). One million cells were subcutaneously injected into the left flank of isoflurane anesthetized 4 to 6 week old SCID-beige male mice (Charles River, Wilmington, MA, USA). Tumor volume was monitored weekly by bioluminescence imaging and caliper measurements. For bioluminescence imaging, luciferase expression was monitored with the IVIS 100 imaging system and Living Image software (PerkinElmer) by imaging mice 10 minutes post intraperitoneal injection of 150 mg/kg luciferin. Total flux was used to calculate tumor volume over time. For caliper measurements, the length (*l*), width (*w*), and height (*h*) of tumors were measured weekly with a caliper beginning 3 weeks after subcutaneous injection and tumor volume was calculated using the formula: *l* × *w* × *h* π ÷ 6.

After tumor volume monitoring (50, 59, or 62 days post injection of cells), mice were euthanized, and tissues and tumor biopsies were extracted and either immediately *ex vivo* imaged via bioluminescence imaging or saved for later RT-qPCR analysis. To save samples, tissues were stored in RNA*later* RNA Stabilization Reagent (Qiagen), Allprotect Tissue Reagent (Qiagen), or a -80°C freezer.

### Protein extraction and western blots

Protein extractions were performed and protein concentrations were determined as described previously [31]. Forty μg of total protein was loaded per lane on 4-20% Mini PROTEAN TGX Gels (Bio-Rad Laboratories, Hercules, CA, USA). Western blots were performed using anti-NUSAP1 (1:2,500; 12024-1-AP; Proteintech Group, Rosemont, IL, USA), anti-FAM101B (1:500; ab150350; Abcam, Cambridge, UK), or anti-GAPDH (1:4,000; 10R-G109A; Fitzgerald Industries International, Acton, MA, USA) primary antibodies; and Peroxidase AffiniPure Goat Anti-Mouse IgG, Light Chain Specific (1:10,000; 115-035-174 Jackson ImmunoResearch Laboratories, Inc., West Grove, PA, USA) or Peroxidase IgG Fraction Monoclonal Mouse Anti-Rabbit IgG, Light Chain Specific (1:5,000 or 1:10,000; 211-032-171; Jackson ImmunoResearch Laboratories, Inc.) secondary antibodies. Western blots were developed and stripped as described previously [31], and visualized using the Mini-Medical/90 film processor (AFP ImageWorks, Elmsford, NY, USA).

### Cell proliferation assays

Cell proliferation was quantified over 5 days using the CellTiter 96 Aqueous One Solution Cell Proliferation Assay (Promega, Madison, WI, USA) as directed by the manufacturer's protocol.

### Cell invasion assays

Invasion assays were performed with 100,000 DU145 cells overexpressing *NUSAP1* or control, 25,000 or 50,000 PC-3 cells overexpressing *NUSAP1* or control, or 50,000 or 125,000 PC-3-NUSAP1 cells underexpressing *FAM101B* or control using BD BioCoat Matrigel Invasion Chambers (BD Biosciences) as directed by the manufacturer's protocol with slight modifications as described previously [31]. Images were acquired using a QImaging QICAM digital camera (QImaging, Surrey, BC, Canada) using either a 4x or 10x objective on an Olympus IX51 inverted microscope (Olympus Corporation, Center Valley, PA, USA).

### Wound healing assays

Confluent monolayers of cells were abraded with a pipette tip and monitored for wound channel closure over time. Images were acquired using a QImaging QICAM digital camera (QImaging) using either a 4x or 10x objective on an Olympus IX51 inverted microscope (Olympus Corporation). NIH Image J software was used to measure wound channel area as a function of time.

### Data analysis

Microsoft Excel (Microsoft, Redmond, WA, USA), GraphPad Prism 6 (GraphPad Software, La Jolla, CA, USA), Java TreeView (version 1.1.6rv), SAM [40], and R (programming language) were used for analysis, to create graphs, or determine means, standard deviations, standard errors, and *P*-values (two-tailed Student's t-test, Mann-Whitney U test, Hypergeometric test, Log-rank test, Fisher's exact test).

## SUPPLEMENTARY FIGURES AND TABLES

# Supplementary material for: NUSAP1 promotes invasion and metastasis of prostate cancer
**Source:** Oncotarget. 2017 Feb 22;8(18):29935–50. doi: 10.18632/oncotarget.15604
**Supplement:** Supplementary file 2

**Supplementary Table S2: Differentially expressed genes and their fold-changes as determined by RNA-Seq when *NUSAP1* is overexpressed in PC-3 cells.**

# Supplementary material for: NUSAP1 promotes invasion and metastasis of prostate cancer
**Source:** Oncotarget. 2017 Feb 22;8(18):29935–50. doi: 10.18632/oncotarget.15604
**Supplement:** Supplementary file 3

**Supplementary Table S3: Differentially expressed genes and their fold-changes as determined by RNA-Seq when *NUSAP1* is knocked down in DU145 and PC-3 cells.**

How the deposited data were processed for this re-analysis (not part of the article)

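RNA was sequenced from 42 libraries of DU145 and PC-3 cells in 14 conditions of 3 libraries each. The authors prepared the libraries with 2 Illumina kits, aligned single-end reads to the human male hg19 genome with TopHat, and determined expression with Cufflinks. The versions of these tools are not given in the text of the paper. The authors deposited FPKM values, 1 per gene and group, in 9 gene tables. The authors' deposited log2 fold changes were not used, and the fold change was computed as the ratio of the 2 FPKM values of a table. The same tables hold the authors' deposited test statistic (a score with no fixed range), p-value and q-value per gene.

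The design had planned limma on values per library, if the tables held them. They hold only group values, so the fallback written in the same plan was used. Differential expression was called at a fold change of at least 1.5 and a q-value below 0.05 in the authors' deposited table, and no test of replicates, no pairing and no regrouping of the libraries could be made. The depth of each library is unknown, so no counting interval is given. The smallest p-value is 5e-05 in the overexpression table and in the table of PC-3 shRNA #2 at 96 h, and 0 in the other 7, so the tables were not all made in the same way. The table of PC-3 shRNA #2 at 96 h also holds 116895 empty rows. In every table 4 rows share a date-like symbol with another row and were left out, and other symbols converted to dates were kept as listed.

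Common knockdown genes were those called in every comparison of a cell line, or in all 8, with direction tabulated. The overlap with the overexpression genes was tested by a two-sided Fisher's exact test over the 11577 genes tested in all 9 tables. The correlation that shared scramble libraries alone give was simulated 100 times from the standard errors that the deposited test statistics imply, with the error divided equally between both groups. Lists of mitosis, DNA replication, interferon response, p53 target, TGF-beta target, mesenchymal, epithelial, YAP target, heat shock, immediate early and ribosomal protein genes were used. The median log2 fold change of each was placed among 10000 random lists matched on mean expression in 20 bins. Profiles were compared by correlation across the 10070 genes with FPKM of at least 1 in every group.

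For the sequence analysis, 7-mers were counted in the 3′UTR of the canonical GENCODE v44 transcript on GRCh37 for 9462 genes (94.0% of those expressed), matching older symbols through RefSeq names. Genes with and without each 7-mer were compared after regressing out 3′UTR length and GC content. The thresholds, the gene lists and the rule for the genes named in the text were set before the data were examined. The genes named are the genes the paper names, the 5 highest and 5 lowest of the overexpression genes and of the common knockdown genes, the genes in both sets, and the most abundant members of reported lists. One gene under this rule is not reported here. The genes with mixed directions were chosen after their values were seen.

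The calculations were tested on simulated data of 11838 genes. Of 200 genes changed 3-fold, 90.5% were recovered, and 3.21% of the calls were unchanged genes. Of 200 unshifted lists, 4.5% lay outside percentiles 2.5 to 97.5, and a planted 7-mer ranked first. Alternatives were the fold and q-value thresholds, a filter on low FPKM, the addition of 1 to FPKM, centring on the median, genes at FPKM 0, and the comparisons required. Rounding of the fold change was added after the tables were seen. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.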

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

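The tests of the interferon response genes and the scan of 7-mers were chosen only after their results were seen. The tables used hold 1 value per group, so no difference in this part was tested against the spread between libraries.

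The text of the paper does not discuss interferon response genes as a group, although its supplementary gene lists hold *IFI44* and *RSAD2*. Their median log2 fold change in knockdown was 0.33 and 0.49 with shRNA #1 in DU145 cells at 72 and 96 h, and 2.38 and 4.47 with shRNA #2. In PC-3 cells it was 2.49 and 4.43 with shRNA #1, and 1.30 and 3.04 with shRNA #2. The 0.33 of DU145 shRNA #1 at 72 h lay at percentile 88.2 of random gene lists, and the other 7 lay between percentiles 99.2 and 100. Low values in the scramble libraries are argued against as the whole cause, because the shRNAs that share the DU145 scramble libraries at 96 h differed by 3.98. Scaling between groups is argued against as well, since the largest shift in the median of all genes was -0.30 on the log2 scale, for DU145 shRNA #2 at 96 h. A response to lentiviral or hairpin RNA, or to the loss of NUSAP1, stays open and was not tested.

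Mitosis genes were lower as well, with median log2 fold changes of -2.11 in DU145 and -2.29 in PC-3 cells with shRNA #2 at 96 h, and -1.06 and -1.32 at 72 h. With shRNA #1 they were -1.43 and -2.34 in PC-3 cells at 72 and 96 h, but -0.05 in DU145 cells at 72 h, inside the range of random lists (percentile 9.27), and -0.59 at 96 h. The paper reports reduced proliferation and more cells in the G2/M phase after knockdown, and its supplementary signature lists *CENPE*, *CENPF*, *DLGAP5* and *KIF23* of this list, but its text does not discuss mitosis genes as a group. The median of all genes shifted by -0.30 and -0.04 with shRNA #2 at 96 h in DU145 and PC-3 cells, so scaling between groups does not account for most of the fall in these comparisons. No other explanation, technical or biological, was tested for these genes.

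Among the genes past both thresholds in all 8 comparisons, 8 moved in opposite directions with the shRNAs (*SPCS3*, *PRNP*, *MEST*, *TMED5* and *CPOX* higher with shRNA #1 and lower with shRNA #2, and *TNFRSF21*, *SLC25A23* and *MANSC1* the reverse). Only 1 gene, *JAG1*, was opposite between the cell lines, higher in DU145 and lower in PC-3 cells. These genes were chosen after their values were seen, and the differences were not tested. *RB1*, which the paper names as an upstream regulator of *NUSAP1*, was lower with shRNA #2, with log2 fold changes of -1.54 and -1.74 in DU145 and -0.94 and -1.59 in PC-3 cells at 72 and 96 h. With shRNA #1 it was between 0.01 and 0.36. A candidate explanation is repression through seed matches. At least 14 of the 20 lowest 7-mers of an shRNA were shared between cell lines, but alike profiles give shared 7-mers whatever the cause. The *RB1* 3′UTR holds 2 matches to the lowest 3 of shRNA #2 and 0 of shRNA #1. CAGAGAT overlaps AGAGATA and AGAGATT, so 1 site can count as 2 matches. Such matches are common, since these 7-mers are in 1445, 1107 and 1562 of the 9462 3′UTRs scanned. The 7-mers were also ranked on these same profiles. Whether *RB1* itself is repressed through seed matches was not tested.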

How the results depend on the processing

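No paired analysis was possible because the tables hold 1 value per group, although the labels share replicate numbers. For the same reason leaving out libraries, a replicate block and another pseudocount per library were not run.

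With a fold change of at least 2, the overexpression genes of the authors' deposited table went from 153 to 41, 8 of them higher and 33 lower. In the same setting, by the authors' deposited tables, DU145 cells had 1373 and 1327 genes with shRNA #1 at 72 and 96 h, and 2653 and 4328 with shRNA #2. In the authors' deposited tables of PC-3 cells there were 1248 and 2679 with shRNA #1, and 1879 and 3052 with shRNA #2. The genes common to the authors' deposited tables of DU145 came to 194, those common to PC-3 to 267 and the common knockdown signature to 14. A stricter threshold alone lowers these counts. At a q-value below 0.01 in the authors' deposited tables, PC-3 shRNA #1 at 72 h had 1391 genes, the genes common to PC-3 were 417 and the signature 83. From FPKM + 1, 85 overexpression genes of the authors' deposited table passed. With at least 7 of 8 comparisons required and 1 direction in all 8, the signature from the authors' deposited tables held 306 genes. Leaving out each of the authors' deposited tables in turn gave 136 to 198 genes, the most without DU145 shRNA #1 at 72 h.

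Setting the median log2 fold change to 0 kept every count within 1.5 times, but in 5 comparisons the majority turned from lower to higher genes. The share of higher genes went from 42.6% to 51.0% for DU145 shRNA #1 at 96 h, from 48.1% to 54.1% and from 39.8% to 54.1% for DU145 shRNA #2 at 72 and 96 h, from 49.2% to 50.1% for PC-3 shRNA #1 at 96 h, and from 49.5% to 52.7% for PC-3 shRNA #2 at 96 h. For *FAM101B*, the decrease with DU145 shRNA #1 at 72 h passed 1.5-fold when the median was set to 0 (log2 fold change -0.68) and relative to *HPRT1* and *GAPDH* (-0.81). In that comparison *HPRT1* itself rose 1.33-fold and *GAPDH* 1.05-fold, so the -0.81 rests in part on a rise of *HPRT1*. The increase of *FAM101B* on overexpression fell below 1.5-fold from FPKM + 1 (0.58). In PC-3 knockdown its log2 fold changes of -1.35 to -3.04 became -0.67 to -1.93 from FPKM + 1, and relative to *HPRT1* and *GAPDH* those of shRNA #2 went from -2.23 to -1.58 at 72 h and from -3.04 to -2.08 at 96 h. The *NUSAP1* change kept its direction and stayed past 1.5-fold in all 9 comparisons under each scaling run, but its size depends on the scaling. Relative to *HPRT1* and *GAPDH*, the largest decrease, with PC-3 shRNA #2 at 96 h, was 11.6-fold in place of 22.6-fold, since *HPRT1* fell 2.11-fold and *GAPDH* 1.80-fold there. For PC-3 shRNA #2 at 72 h the log2 fold change went from -3.76 to -3.10. The overlap of overexpression and knockdown genes was 29 with the PC-3 comparisons at 96 h alone (Fisher's exact test, p = 0.00505), against 3 in the full set. Of the 29, 15 were opposite in direction with both shRNAs. Without a fold threshold the overlap was 11 (Fisher's exact test, p = 0.624), and with rounded fold changes, chosen after the tables were seen, it was 4 (p = 0.110). The cause of the difference was not tested. Of the 99 pairs of list and comparison, 54 lay outside percentiles 2.5 to 97.5, and 50 to 54 under the alternatives. In all, 129 of the alternative values kept their side of the threshold or stayed within 1.5 times the reported count. Unknown depth limits the weakly expressed genes most, *FAM101B* in PC-3 cells among them.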

Differences from the paper's values

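No value in the text of the paper differed from the computed one by more than 1.5 times. The paper lists *FAM101B* among the genes modulated in all of its knockdown experiments. Here its decrease with DU145 shRNA #1 at 72 h was 1.49-fold, under the unrounded threshold, and it passes with the fold change rounded to 1 decimal, a setting chosen after the values were seen. Setting the median log2 fold change to 0, and scaling to *HPRT1* and *GAPDH*, also bring it past 1.5-fold there, although *HPRT1* itself rose 1.33-fold. Of the paper's 144 signature genes, 118 are among the 132 found here. With rounding and 1 direction in all 8 comparisons, chosen after the values were seen, all 144 are found, with 1 further gene. The paper's 185 overexpression genes are 184 under the same symbol in the table, and 152 of them pass without rounding. Rounding, chosen after the values were seen, gives 185 genes, 184 of them in the paper's list.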

Other observations

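The scan of 7-mers was chosen only after its result was seen, and so was the test of the *NUSAP1* hairpin, since the positions of some 7-mers in *NUSAP1* were already known. The other tests were written down before their values were seen, on the same profiles.

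At the same time point, knockdown profiles followed the shRNA more than the cell line. Across genes, which are not independent replicates, log2 fold changes of the same shRNA at the same time in different cell lines, which share no scramble libraries, correlated at 0.57 to 0.74 (Pearson). Different shRNAs in different cell lines at the same time correlated at 0.13 to 0.36. Different shRNAs in the same cell line at the same time, which do share scramble libraries, correlated at 0.37 to 0.48, where simulated unchanged groups gave 0.486. The simulated groups held no true change, unlike these profiles. The simulated value therefore cannot tell how much of the 0.37 to 0.48 comes from shared libraries. Among the 3020 genes with FPKM of at least 10 in every group, the first range was 0.59 to 0.75 and the second 0.09 to 0.32. Between time points the ranges overlapped, at 0.19 to 0.70 for the same shRNA in different cell lines and 0.09 to 0.39 for different shRNAs in the same cell line. The lowest of the former, DU145 shRNA #1 at 72 h against PC-3 shRNA #1 at 96 h, lay below DU145 shRNA #1 at 72 h against DU145 shRNA #2 at 96 h (0.31). Overexpression against knockdown gave -0.09 to 0.02.

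A candidate explanation is repression through seed matches in 3′UTRs. Of the 20 7-mers tied to the lowest expression, 14 were shared between the cell lines for shRNA #1 and 15 for shRNA #2, while 0 were shared between the shRNAs within either cell line. Since the profiles of 1 shRNA were alike in both cell lines, shared 7-mers would be found whatever the cause. The sharing therefore cannot single out seed matches. Some of the 20 also overlap, such as TGGTTCC and GGTTCCA. The lowest was TGGTTCC for shRNA #1, whose 1104 genes fell by 0.26 on the log2 scale relative to other genes, and AGAGATA for shRNA #2, whose 1107 genes fell by 0.27. 3′UTR length and GC content are argued against, since the median correlation of the same shRNA between cell lines was 0.624 with both regressed out and 0.626 before. An effect of these 7-mers in any comparison of these cells is argued against too, since the best rank of the lowest 3 of each shRNA in the overexpression comparison was 616 of 16107. The prediction that the effect in coding sequence and 5′UTR would be well below that in the 3′UTR did not hold for coding sequence. There the median effect of the lowest 3 was -0.174 against -0.252 in the 3′UTR for shRNA #1, and -0.199 against -0.225 for shRNA #2, 0.886 of that in the 3′UTR. In the 5′UTR, where few genes hold these 7-mers, it was -0.051 and 0.004. Therefore composition of the coding sequence cannot be told apart from seed matches there. The length of the coding sequence was not adjusted for. The hairpin sequences were not used here. The prediction that 2 of the 7-mer families would mark both ends of 1 target in *NUSAP1* failed, with 0 such pairs in 14 transcripts. Of the lowest 3 of shRNA #1, TGGTTCC and GGTTCCA are in none of these transcripts, while AAGGAAA is in all 14. Of the lowest 3 of shRNA #2, AGAGATA is in 7, CAGAGAT in 10 and AGAGATT in 9.

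Genes lower in all 8 comparisons carried 7-mers of both shRNAs more often than genes of the same 3′UTR length. Of 67 such genes with a 3′UTR scanned, 27 did, against a mean of 15.2 in 10000 random draws of genes, and at most a share of 0.0001 of the draws reached as many. Of the genes higher in all 8 comparisons only 37 of 50 were scanned, so the check is void for them (2 of the 37 carried both, against a mean of 6.58). These 7-mers were chosen from the same profiles, so this is not independent evidence. A candidate explanation for part of the lower genes is repression by both hairpins apart from *NUSAP1*, and an effect of *NUSAP1* stays open. The 3′UTR of *FAM101B* holds 0 matches to the lowest 3 of shRNA #1 and 1 to those of shRNA #2, and *FAM101B* also rose on overexpression, where no shRNA was used.

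Some gene lists moved in opposite directions on overexpression and knockdown. On overexpression, mitosis genes shifted by 0.16 (percentile 100), interferon response genes by -0.26 (percentile 0) and immediate early genes by -0.18 (percentile 0). In knockdown, mitosis genes shifted by -0.05 (inside the range of random lists) to -2.34, and immediate early genes by 0.24 (percentile 88.1, inside that range) to 1.09. With all members above 0 FPKM counted, immediate early genes of PC-3 shRNA #1 shifted by 0.04 at 72 h (percentile 50.56) and 0.11 at 96 h (percentile 68.95). Those of PC-3 shRNA #2 at 72 h shifted by 0.28 (percentile 97.28). All of these lay inside that range, while the remaining knockdown comparisons stayed above it. DNA replication genes shifted by 0.04 on overexpression and by -2.12 to 0.30 in knockdown. The other lists, as overexpression and then the range in knockdown, were p53 targets at -0.06 and -0.04 to 0.57, TGF-beta targets at -0.05 and -0.19 to 0.90, mesenchymal genes at 0.06 and -0.17 to 1.57, and epithelial genes at -0.05 and -0.64 to 0.21. YAP targets were at -0.09 and -1.34 to 0.23, heat shock genes at -0.09 and -1.03 to 0.46, and ribosomal protein genes at -0.11 and -1.16 to 0.43. Setting the median to 0 changed the sign of 6 of the 99 shifts, all among the p53 target, mesenchymal, epithelial, heat shock and ribosomal protein lists. Counting all members above 0 FPKM changed the sign of 3, epithelial genes for DU145 shRNA #2 at 72 h (-0.26 to 0.09) and 96 h (-0.04 to 0.68, percentile 99.6) and mesenchymal genes for PC-3 shRNA #2 at 96 h (-0.02 to 0.16), so the direction of these lists is not settled there. Beyond scaling and the tests given for the interferon response genes, no explanation of these shifts was tested.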
